A study of Mus musculus with 8 samples. Its data were reported in "Endocardium differentiation through Sox17 expression in endocardium precursor cells regulates heart development in mice" (2019).

How the data were processed

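Single cells were taken from the heart tube of mouse embryos at embryonic day 8.5 with 9 somites, and their cDNA was amplified, transcribed from an added T3 promoter, labelled with Cy3 and hybridised to Agilent one-colour arrays of 60-base probes. Each array held the cDNA of a single cell. The labels assigned 4 arrays to wild-type myocardium, in which both Mesp1 alleles were intact and Sox17 was floxed (WT), and 4 arrays to the mesoderm-specific Sox17 knockout, in which the Mesp1-Cre allele was present as well (KO). The labels named no embryo, litter or culture for any cell. Each genotype was therefore treated as 1 sample of cells, no test across cells was made, and no p-value or standard error is given. The SD over 4 cells is the spread between cells and not an error of the genotype mean.

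The deposited files were the scanner output of Agilent Feature Extraction, version 12.0.2.2 per the file headers, 1 file per array. The values used were intensity values on a linear scale as deposited: the processed signal, which the software had corrected for background, and the mean spot and median background intensity for an alternative correction. The flags for signal well above background, for positive and significant signal, for saturation and for outlier spots were the software's own. The authors state that expression levels under 50 were set to 50 and that arrays were scaled on their 50th percentile, followed by a subtraction of gene lists whose exact steps were not used here.

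Control spots and spots flagged as outliers (146 to 220 per array) were left out, saturated spots were kept (0 spots were saturated on any array), and the log2 signals of the spots of a probe were averaged, which gave 55681 probes. Of these, 31853 carried a gene symbol, and the symbols named 23749 genes. Symbols were those of the array's design, and list genes missing under their own name were looked up among the synonyms of a RefSeq gene table, which was used for names only. Because fewer than 50% of the probes were detected on every array, the scaling percentile was taken over the 5301 probes that were well above background on all 8 arrays. Each array was shifted on the log2 scale until its 50th percentile of these probes equalled the mean over arrays, by -0.76 to 0.68. Values under 50 were then set to 50. Values at this floor have no order among themselves, and differences that involve them are set in part by the floor. A probe was called detected in a cell when its signal was well above background, and present when it was detected in all 4 cells of at least 1 genotype.

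The comparison counted present probes whose mean log2 signal over the 4 KO cells differed from the mean over the 4 WT cells by at least 5-fold (2.32 on the log2 scale), the size rule of the study. The counts describe these 8 cells by a fixed rule of size. Pairs of cells were compared by Pearson correlation across the probes detected in all 8 cells and by the share of these probes at least 5-fold apart. For gene lists, each gene was represented by its probe of highest mean signal, genes detected in at least 4 of the 8 cells and with a value in each cell were kept (this left out Hilpda, whose spot was an outlier in WT cell 1), and the median KO minus WT difference was placed among 10000 random lists of the same size matched on decile of mean signal. This percentile describes the 8 cells and is not a test of the genotype. The score of a cell is the mean log2 signal of a list in that cell minus its mean over the 8 cells. The lists were the mitochondrial, sarcomere and cardiac development genes that the study named as lower in mutant cardiomyocytes, all mitochondrial ribosome genes, the respiratory chain, the sarcomere, cardiac regulators, NOTCH related genes, S phase genes, G2 and M phase genes and hypoxia response genes, together with markers of 6 cell types and sex-linked transcripts. The study's lists were chosen on these arrays and are no independent evidence.

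Genes were named by a fixed rule: the 5 genes with the largest difference in each direction among probes detected and above the floor in all 8 cells, and the 5 brightest genes in each direction among probes detected in all 4 cells of a genotype and in 0 cells of the other. The result for 1 of these genes is not reported here. For the latter the fold is a lower bound, the mean of the bright genotype over the mean, in the dim genotype, of the higher of the floored signal and the lowest signal well above background on each array. Lists, rules and alternatives were fixed before the data were examined, except where stated. Probe positions are those of the files, in mouse build mm9, and exon and intron annotation was not used here.

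All 4 WT arrays lay on 1 slide and all 4 KO arrays on another, so slide and genotype cannot be told apart. The number of arrays limits the precision. Spike-in control probes, designed for RNA added at labelling, were read as a check of labelling, hybridisation and scanning. Probes with 10 spots on each array gave median SDs between spots of 0.061 to 0.079 on the log2 scale. Counts at the 5-fold rule were tested on simulated data with 200 of 6885 probes changed by 4 on the log2 scale between KO and WT. With noise of 0.1 between cells, 200 of the 200 changed probes and 0 of the 6685 unchanged probes met the rule. With the spread between the real WT cells as noise, 193 of the 200 changed probes (96.5%) and 211 of the 6685 unchanged probes met it. The changed probes were drawn from bright probes only, so that a fall of 4 left their mean above the floor. The share recovered therefore does not hold for dimmer probes. The list percentile was tested on 5000 simulated genes, where 60 unchanged lists had a mean percentile of 47.3 and 60 of 60 lists lowered by 1.5 on the log2 scale fell under the 5th percentile.

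Alternatives changed the percentile (75th), the probes it was taken over (all probes), the order of floor and scaling, the floor, the background correction (normexp with an offset of 50 on mean and background intensities, with quantile normalization), the normalization (quantile, or scaling on the spike-in probes), the filter on dim probes, the summary over cells (median), the treatment of flagged spots, the size rule (10-fold), the unit counted (gene symbols), the probe that stands for a gene, the members of lists, the definition of detection and the set of cells, each of the 8 left out in turn. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 for the normexp alternative. Plots were drawn with matplotlib 3.10.9.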

Results

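The transcripts of 8 single myocardial cells were measured on arrays, 4 cells from WT and 4 from KO embryos. Sox17 encodes an HMG-box transcription factor of endoderm and endothelial precursors. Crossing its floxed allele to Mesp1-Cre, which is active in early mesoderm, deletes it throughout the cardiac lineages. The comparison addresses whether this deletion alters the transcripts of myocardial cells at embryonic day 8.5.

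Of the 55681 probes on each array, a minority was detected in any cell. The share well above background was 19.6%, 21.4%, 26.0% and 24.1% in WT cells 1 to 4, and 24.3%, 17.2%, 17.1% and 20.1% in KO cells 1 to 4. The Wilson 95% interval of WT cell 1 was 19.3% to 19.9%, and it covers counting error over probes only. The mean was 22.8% ± 2.83 in WT and 19.7% ± 3.38 in KO cells (SD between cells, n = 4 each). The difference of -3.06 percentage points was smaller in size than the SD of the KO cells and larger than that of the WT cells. KO cell 1 lay above WT cells 1, 2 and 4. The difference was -1.87 percentage points when detection was defined as signal above 50 after scaling (SD 2.04 in WT and 0.84 in KO cells). It was -3.76 when detection was defined as positive and significant signal (SD 2.86 and 4.41). In the main definition it ranged from -4.61 without KO cell 1 to -1.99 without WT cell 3. Negative control spots, which should carry no signal, were well above background in 0% to 1.3% of 308 spots per array.

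**Figure D1:**
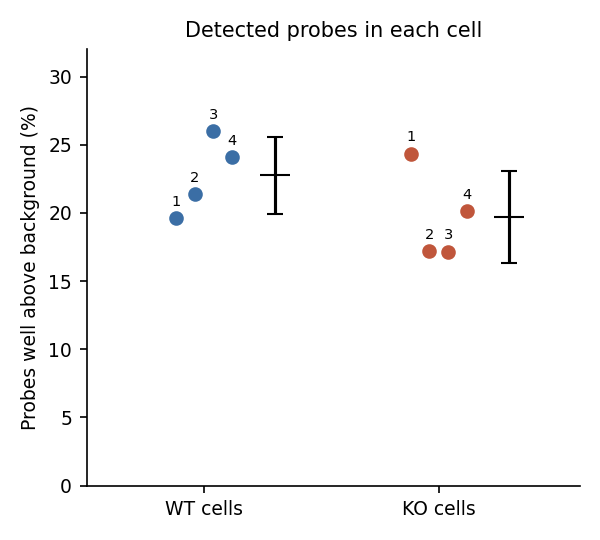
Share of the 55681 probes well above background (%, vertical axis) in each WT and KO cell, with the replicate number above each point. Bars give the mean and SD over 4 cells, and the ranges overlap, since KO cell 1 at 24.3% lay above 3 of the 4 WT cells.

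Detection varied from cell to cell within a genotype. Of 20617 probes detected in at least 1 WT cell, 33.4% were detected in all 4 WT cells and 34.7% in a single cell. Of 18544 probes detected in at least 1 KO cell, 31.7% were detected in all 4 and 38.9% in a single cell. All 8 cells shared 5301 detected probes, and 7467 probes were present.

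The deleted gene could not be checked in these cells. Both Sox17 probes (chromosome 1, 4481038 to 4481097 and 4481503 to 4481562, mm9) and the Mesp1 probe (chromosome 7, 86937140 to 86937199) were well above background in 0 of 8 cells, WT cells included. These probes therefore neither bear out nor contradict the genotype labels.

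Cell type markers fixed in advance were read in each cell. All 10 myocardial markers were detected in all 8 cells. Of 13 endothelial markers, 3 to 4 were detected in WT cells and 2 to 3 in KO cells. Kdr and Plvap were detected in all 8 cells, and the Kdr probe read nearly alike in each, at 9.18 ± 0.18 in WT and 9.09 ± 0.27 in KO on the log2 scale (SD between cells, n = 4 each). Of 7 erythroid markers, 0 were detected in WT cells and 0 to 1 in KO cells. Of 6 endoderm markers 0 to 1 were detected in KO cells and 0 in WT cells. Of 5 proepicardial and 4 neural crest markers, 0 to 1 were detected per cell in either genotype. Among sex-linked transcripts, signal above the floor was read only for Eif2s3y in KO cell 2, at 857.7, while Xist was well above background in 1 KO cell and Uty in 1 WT cell, both at or under the floor. Ddx3y and Kdm5d were detected in 0 of 8 cells.

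Among the 7467 present probes, 514 (6.88%) were at least 5-fold lower in KO than in WT cells and 131 (1.75%) at least 5-fold higher, together 645 (8.64%). They carried the symbols of 384 and 94 genes. In 27.4% of the lower and 22.1% of the higher probes, every cell of the brighter genotype lay above every cell of the dimmer one. The other probes past the rule did not separate all cells of the genotypes. The counts changed most in proportion when probes had to be detected in all 8 cells, to 90 lower and 47 higher, and most in number with no filter, to 1010 and 278. With quantile normalization the counts were 404 and 190, so that 68.0% of the probes past the rule were lower, compared with 79.7% in the main setting. With a cell left out the present rule asked for 3 of 3 cells and admitted more probes, 7646 to 8644, so such counts do not show the weight of a cell alone. Without WT cell 1 there were 915 probes lower, and without KO cells 2, 3 or 4 there were 259, 238 or 203 higher. For scale, the median SD between cells of a genotype was 0.74 in WT and 0.71 in KO on the log2 scale across present probes.

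Most of these probes were detected in only part of the dimmer genotype. Of the 514 lower probes, 376 (73.2%) were detected in 1 to 3 KO cells, 91 in all 4 and 47 in 0. Of the 131 higher probes, 81 (61.8%) were detected in 1 to 3 WT cells, 50 in all 4 and 0 in 0. When present probes were divided by mean signal over all 8 cells into 4 groups of equal size, 0 lower and 0 higher probes fell in the dimmest group, 156 and 27 in the next, 313 and 84 in the next and 45 and 20 in the brightest.

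**Figure D2:**
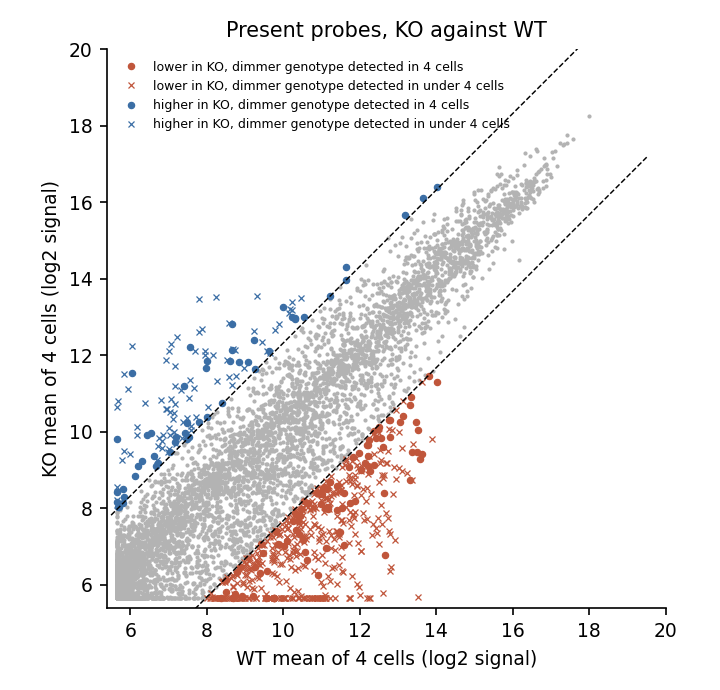
Mean log2 signal of the 7467 present probes over 4 KO cells (vertical) and 4 WT cells (horizontal), with dashed lines at 5-fold. Red marks the 514 probes lower and blue the 131 probes higher in KO, as circles where the dimmer genotype was detected in all 4 cells (91 and 50) and crosses where it was not.

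By the median over pairs, cells of the same genotype resembled each other no more than cells of different genotypes. The median Pearson r across the 5301 probes was 0.902 for 6 WT-WT pairs, 0.856 for 6 KO-KO pairs and 0.878 for 16 WT-KO pairs. These correlations run across probes, which are not independent replicates. The median within genotypes minus the median between genotypes was -0.0034, and it was -0.0075 under quantile normalization. With a cell left out it ranged from -0.0119 without WT cell 4 to 0.0018 without KO cell 3, a change of sign at this small size. The share of these probes at least 5-fold apart had a median of 13.5% within and 11.7% between genotypes. The pairs within a genotype differed, with a median of 10.8% for WT-WT and 13.6% for KO-KO pairs. Over probes detected in either cell of a pair the order reversed, with 24.2% within and 25.6% between genotypes. WT cells 2, 3 and 4 formed the pairs with the highest correlations, 0.925 to 0.942, and the pairs of WT cell 1 with them had 0.861 to 0.880.

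**Figure D3:**
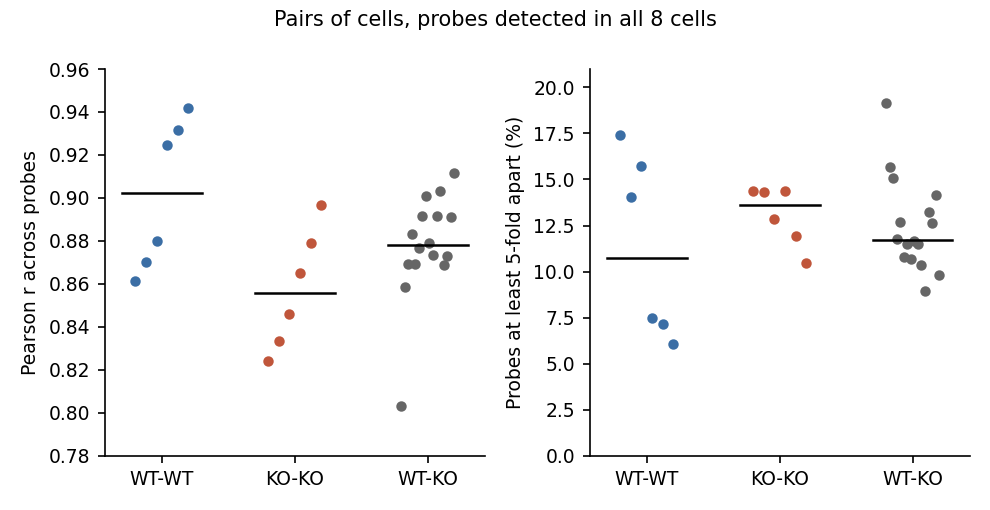
Pearson r across the 5301 probes detected in all 8 cells (left) and the share of these probes at least 5-fold apart (right, %), for each pair of cells. Black lines are medians, and the WT-KO median r of 0.878 lay between those of the WT-WT pairs (0.902) and the KO-KO pairs (0.856).

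The largest differences measured in all 8 cells were read next. Mrpl4, a mitochondrial ribosome gene (chromosome 9, 20813220 to 20813279), averaged 11.58 ± 0.92 in WT and 7.03 ± 0.93 in KO cells on the log2 scale, a difference of -4.55 (SD between cells, n = 4 each). Its other probe was detected in 4 WT cells and 1 KO cell. The calcium-binding gene Hrc (chromosome 7, 52594281 to 52594340) differed by -4.16, with signals of 79.6, 15415.1, 2975.8 and 6777.8 in the WT cells, so that WT cell 1 lay under all 4 KO cells, which read 80.9 to 217.5. Aurkaip1 (chromosome 4, 155207081 to 155207140) and Sh3bgrl3 (chromosome 4, 133683328 to 133683387) differed by -4.04 and -3.62. The other Aurkaip1 probe, also detected in all 8 cells, differed by -2.72. On that probe KO cell 3, at 7133.5, lay above WT cell 4, at 6872.7. The other Sh3bgrl3 probe differed by -4.12, with all 4 KO cells at the floor. In the other direction Ptpmt1 (chromosome 2, 90751153 to 90751212) rose from 7.55 ± 2.42 to 12.22 ± 1.18, a difference of 4.67. Mrpl18 (chromosome 17, 13104338 to 13104397) and Rnu12 (chromosome 15, 82980096 to 82980155) differed by 3.86 and 3.17. The probes named Prnp (chromosome 12, 82688061 to 82688120) and Atp5k (chromosome 8, 88348450 to 88348509) differed by 2.75 and 2.63. The Prnp probe on chromosome 2 (131763817 to 131763876), detected in 2 WT cells and 1 KO cell, went the other way, and which gene copy the chromosome 12 probe reads is uncertain. With a cell left out, the differences ranged from -4.82 to -4.09 for Mrpl4, -5.74 to -3.26 for Hrc, -4.94 to -3.27 for Aurkaip1 and -4.43 to -2.83 for Sh3bgrl3. They ranged from 4.19 to 5.88 for Ptpmt1, 3.19 to 4.94 for Mrpl18, 2.39 to 3.97 for Rnu12 and 2.04 to 3.23 for Prnp. For Atp5k they ranged from 1.13, without WT cell 1, to 3.26. Among settings other than left-out cells, the largest move of these 9 genes was that of Ptpmt1 with medians of cells, to 6.05.

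A further 59 probes of 50 genes were detected in all 4 WT cells and in 0 KO cells. The brightest were Cirbp (chromosome 10, 79634274 to 79634333), Sec31a (chromosome 5, 100790759 to 100790818), Fbxo21 (chromosome 5, 118459897 to 118459956), Slc25a13 (chromosome 6, 5991482 to 5991541) and Acsl4 (chromosome X, 138752591 to 138752650). They were lower in KO by at least 97.7-fold, 93.8-fold, 69.2-fold, 69.1-fold and 48.1-fold. On the log2 scale, with a cell left out, the differences ranged from -6.84 to -6.17, -6.93 to -6.29, -6.64 to -5.62, -6.53 to -5.70 and -6.25 to -5.001, in the same order, the last value being that of Acsl4 without WT cell 1. The other Sec31a probe was detected in 1 KO cell. The reverse class held 11 probes, of which 7 had no gene symbol and 4 were probes of Atp7a, Prodh2, Cela3a and St6galnac1. The signals of these 4 probes lay at or under the floor in every cell, so that no fold is given. Other probes do not bear out this class for Cela3a and St6galnac1, since the other Cela3a probe was detected in 0 of 8 cells and the other St6galnac1 probe in all 8.

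Of the genes the study named as lower in mutant cardiomyocytes, 15 of 15 mitochondrial, 3 of 3 sarcomere and 6 of 6 cardiac development genes had a probe at least 5-fold lower in KO. For Ldb3 this was not its brightest probe, which was detected in 3 cells of each genotype and differed by less than 5-fold. The median differences of the lists were -4.49, -4.16 and -3.89, at percentiles 0, 0.52 and 0.07 among random lists. As these genes were picked on the same arrays, their place among random lists is no independent evidence.

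Whole classes of genes moved less than their picked members. The mitochondrial ribosome list (59 genes measured) had a median of -1.08, at percentile 1.15, with 43 genes lower and 16 higher. Cell scores averaged 0.56 ± 0.46 in WT and -0.56 ± 0.32 in KO cells, and all 4 WT cells lay above all 4 KO cells. The alternative that moved this list most kept only genes detected in all 8 cells, a filter that removes genes lost in any cell, and there the median of the 11 genes left was 0.06. Without the study's genes, which were picked for being lower, the median was -0.89 over 52 genes. Cell scores then averaged 0.355 ± 0.554 in WT and -0.355 ± 0.261 in KO cells. The separation of all cells was shown only with the picked genes in the list. The respiratory chain (76 genes) had a median of -0.04 and a mean of 0.003, at percentile 37.6. The sarcomere list (30 genes) had a median of 0.19, at percentile 88.5, and a mean of opposite sign, -0.27. The median turned to -0.12 when arrays were scaled over all probes, and its percentile was 50.03 without WT cell 1. Without the study's genes the sarcomere median was 0.30 over 26 genes, at percentile 96.25. Cardiac regulators (10 genes) had a median of -0.07, at percentile 58.8, and a mean of -0.70, with 5 genes lower and 5 higher. Without KO cell 4 their median was -1.71. Without the study's genes it was 0.88 over 7 genes, at percentile 97.93. Taking out genes that were picked for being lower raises a list by construction. Only 2 NOTCH related genes, Notch1 and Jag1, were measured in enough cells. Notch1 read at the floor in 7 cells and at 6982.2 in KO cell 1. The other Notch1 probe was detected in 0 of 8 cells and does not bear out the reading in KO cell 1. Jag1 was detected in 3 WT cells and in KO cell 2. The median of this pair was -0.44, at percentile 44.4.

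S phase genes (18 measured) had a median of -1.47, at percentile 0.90, with 15 lower and 3 higher. Cell scores were 1.05 ± 1.43 in WT and -1.05 ± 0.92 in KO cells. KO cell 3, at 0.30, lay above WT cell 1, at -0.79. Without WT cell 3 the median was -0.64. Only 3 of the genes were detected in all 8 cells, too few for their median of 0.27 to stand for the list. G2 and M phase genes (13 measured) had a median of -2.04, at percentile 0.77, with 11 lower, and the percentile rose to 10.1 without WT cell 2. Their cell scores overlapped, from -0.24 to 2.55 in WT cells and from -2.46 to 0.88 in KO cells. Hypoxia response genes (17 measured) had a median of 0.26 and a mean of 0.87, at percentile 86.9, with 13 higher. The median was 0.25, at percentile 84.4, without the genes seen in the study's lists before this list was written. The percentile of the full list ranged from 76.6 to 97.6 with a cell left out, and from 79.2 to 99.2 under other settings with all 8 cells.

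**Figure D4:**
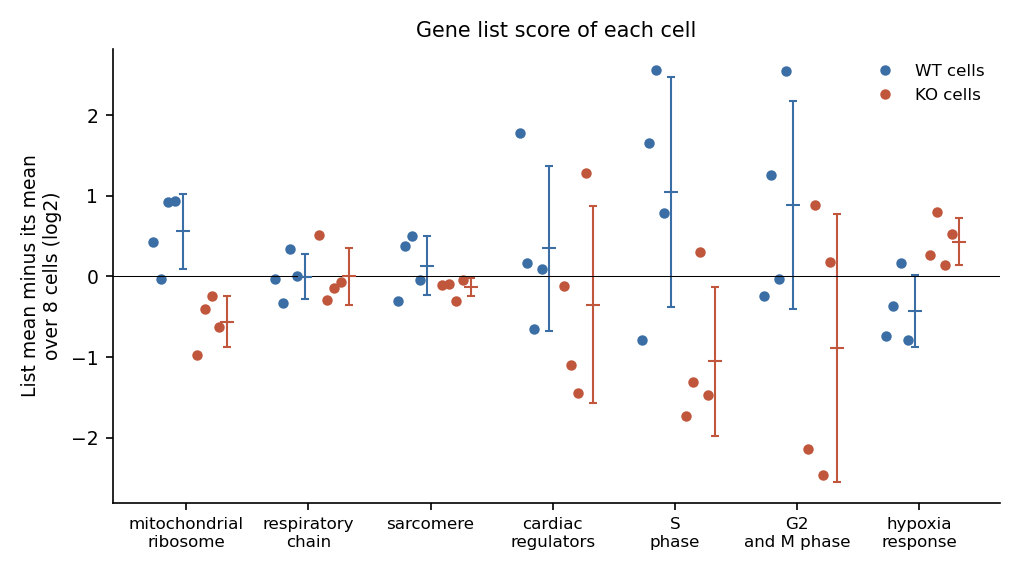
Score of each WT (blue) and KO (red) cell for 7 gene lists, as mean log2 signal minus the list's mean over the 8 cells, with bars for the mean and SD over 4 cells. The mitochondrial ribosome list separated the genotypes (WT 0.56 ± 0.46, KO -0.56 ± 0.32), while the other 6 lists overlapped between genotypes. The list that separated them includes 7 genes that the study picked on these arrays for being lower.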

Values the study reported

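The study reported that normalized signals of 84 probe sets rose and those of 274 fell at least 5-fold in E8.5 mutant cardiomyocytes. Together these made up 4.78% of the probe sets it called present. For endocardium cells, which are not analysed here, it reported 114 raised and 171 lowered probe sets, or 2.71%.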

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

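The tests on the ERCC probes were chosen after their signals were seen. The array carries 96 probes for the ERCC standards, artificial RNAs that are sometimes added to samples, and no comparison above uses them. Signal well above background appeared on 9 of these probes on at least 1 array, and on 1 to 6 probes per array. On 6 of the 8 arrays the number exceeded the 3 probes that a count of 0 allows. The signal of 3 of the 9 probes reached 10 times the floor, and that of the brightest ranged from 2.0 to 19598.7 between arrays. Added ERCC RNA as the source is argued against by the number of probes well above background on all 8 arrays, which was 1, and its signal stayed between 9.9 and 25.4. Cross-hybridisation with transcripts of the cells may explain the rest. In its favour, 3 probes were bright in some cells and not above background in others, as many transcripts were in these cells, but no probe sequence was matched to transcripts, so this stays open. No biological explanation was tested.

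Gaps between a cell and the other cells of its genotype were examined for 21 measures in both genotypes, 42 groups in all, at a limit that chance passes in about 1 in 20 groups. In 0 groups did the highest or lowest cell pass it.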

How the results depend on the processing

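No paired analysis was possible because the cells share only a replicate number, which is the position on their slide, and no result comes from a test. Leaving out saturated spots removed nothing, since 0 spots were saturated, and keeping outlier-flagged spots left both counts as they were.

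Lower probes outnumbered higher probes in each setting below, left-out cells included. The excess reversed where a filter and a normalization were changed together: among probes detected in all 8 cells, quantile normalization gave 67 lower and 83 higher. The 514 lower and 131 higher probes became 874 and 240 with no floor, 90 and 47 among probes detected in all 8 cells, 860 and 208 among probes detected in at least 3 of 4 cells of a genotype, 1010 and 278 with no filter, and 220 and 53 at 10-fold. The filters and the size rule change the counts by construction. For the floor, the cause was not tested. Leaving out a cell gave 507 to 915 lower and 125 to 259 higher probes, among more present probes (7646 to 8644), since 3 of 3 cells then suffice. The highest counts came without WT cell 1 (382 of the 514 probes were among the 915) and without KO cell 2 (111 of the 131 among the 259). The scalings gave 362 to 621 lower and 94 to 190 higher probes. They shifted the median difference of the probes detected in all 8 cells, which was 0.15 in the main setting, to values from 0.00 with all probes to 0.41 with normexp and quantile normalization.

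The median of the study's mitochondrial genes was -5.84 with no floor, -3.58 with normexp, -3.31 over genes detected in all 8 cells, -3.63 with the mean of all probes, and -4.65 to -3.31 with a cell left out. The study's cardiac development genes gave -5.54 with no floor and -5.08 with medians of cells. Mitochondrial ribosome genes gave -1.88 with no floor, -0.65 with quantile normalization, -1.87 with medians of cells and 0.057 over the 11 genes detected in all 8 cells. S phase genes reversed to 0.274 under that same filter, which by construction removes genes lost in any cell and left 3 genes. Scaling over all probes took the respiratory chain to -0.36 and the sarcomere list to -0.12. Cardiac regulators ranged from -1.71 to 0.53 with a cell left out. NOTCH related genes gave -2.46 with medians of cells and -2.02 to 2.40 with a cell left out. The latter is Notch1 alone, as Jag1 was detected in too few cells without KO cell 2. For the other changes the cause was not tested.

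Of 124 list medians under other settings, 110 moved by less than the spread between cells, as did 82 of 88 with a cell left out. The sign of the main setting was kept by 109 of the 124 and 72 of the 88. Of the 5-fold counts, 10 of 30 under other settings and 4 of 16 with a cell left out changed by more than 1.5 times. For the 15 genes of the naming rule, 113 of 120 values under other settings moved by less than the spread between cells. So did 120 of 120 with a cell left out, but leaving out 1 of 4 cells can hardly move a mean by more. That count is therefore no sign of stability. All 240 values kept their direction. The correlation difference between pairs stayed within its spread in 15 of 15 settings. The difference in detected probes did so in 10 of 10, of which 8 had a cell left out and were bound to do so. Detection limits all of this, since signal of most probes lay at the background, where a loss or a gain in a cell cannot be measured.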

Other observations

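The tests of a shift common to a slide, of the cell cycle phase of the picked cells, of detection as a cause for the mitochondrial ribosome list and of the spike-in order were chosen after the results were seen.

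The number of probes at least 5-fold lower in KO was 514 here, and the number at least 5-fold higher was 131. Both are higher than the values quoted from the study above. Together they made up 8.64% of present probes. That is higher than the share quoted from the study above. The counts rest on different filters, since the study's subtraction of gene lists was not used here.

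Lower probes outnumbered higher probes 3.92 to 1, a lopsided split. A shift in signal common to the probes of a slide as the whole cause is argued against, since the ratio was 4.98 after scaling on the spike-in probes and 2.10 to 8.85 with a cell left out as well. Other slide, labelling or scan differences cannot be told apart from genotype. The largest KO minus WT difference of a spike-in probe was 0.155 on the log2 scale, but a shift of that size changes the ratio, so this value does not decide. Fewer detected transcripts in the KO cells stay open as a cause. Over probes detected in either cell of a pair, most of those 5-fold apart were lower in the cell with fewer detected probes. This held in 5 of 6 WT-WT, 5 of 6 KO-KO and 14 of 16 WT-KO pairs. A lopsided split therefore also arose within a genotype. Among probes detected in all 8 cells the ratio of lower to higher was 1.91, but it ranged from 0.81 with quantile normalization to 5.33 with scaling over all probes, and from 1.27 to 1.88 with a cell left out. A batch of cDNA synthesis or amplification cannot be told apart from genotype, since 0 slides held both genotypes and no other batch is named. A response to the loss of Sox17 is open and untested.

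That 645 probes lay at least 5-fold apart between genotypes may reflect variation between cells, and whether it does so alone is open. The share of probes 5-fold apart in a pair of cells was 0.87 times as large between genotypes as within, by medians, and 1.06 times when probes detected in either cell were used. On simulated data with the spread between WT cells, 211 of 6685 unchanged probes met the 5-fold rule, a smaller share than the 645 of 7467 observed. The simulation used only probes detected in all 4 WT cells and no loss of detection in a cell, so it does not exclude variation between cells. Spot noise on the array is argued against, since other present probes of the same gene shared the direction in 95.3% of 214 comparisons. A pair with both probes past the rule enters these comparisons from both sides. Over all 744 pairs of present probes of a gene, 82% shared the direction. A tie of these differences to the genotype was not shown. The genotype stays open as a biological explanation, untested for want of named embryos.

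The S phase list stood at percentile 0.90 among lists matched on signal. Without WT cell 3 its median was -0.64 and its percentile 16.5, so fewer detected transcripts may still account for it. The 4 cells of a genotype may also have been caught in different phases, as 1 KO cell scored above the lowest WT cell. Within this list, Mcm3 and Fen1 were singled out after their values were seen. Mcm3 read 4407.5, 10802, 6537.4 and 4761.2 in the WT cells and at most 76.4 in the KO cells, and Fen1 read at the floor in WT cell 1 and in all 4 KO cells and at 4407.2 to 13967 in the other WT cells. Slower cycling of KO cells is a hypothesis that these values leave open. The study's own staining does not bear it out at this stage. It found no significant difference between genotypes in the share of KI67-positive cardiomyocytes at E8.5, and a lower share only at a later stage.

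Of the 15 mitochondrial genes that the study named, 7 were measured members of the mitochondrial ribosome class and may belong to a fall of that whole class. The others are not members, so such a fall would not account for them. Without the study's genes this class stood at percentile 4.58, but over 16 settings the percentile ran from 0.15 to 37.0, the highest without WT cell 1, and it was under 5 in 11 of them. With these genes it stood at 1.15, and at up to 5.84 with a cell left out, so fewer detected transcripts in KO cells are not ruled out for it. The respiratory chain did not share the fall, with 39 of 76 genes lower. Mrpl18, of the same class as Mrpl4, went the other way. A response to the genotype is open and untested.

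Whether the hypoxia response list was raised beyond the genes already known could not be decided. It stood at percentile 84.4 without the 4 genes seen in the study's lists, 3 of which were measured, and at 86.9 with them. With these genes it passed the 95th percentile under several other settings, up to 99.2 with all genes on the array and 97.6 without WT cell 3. Without them the list was placed in the main setting only. The genes Slc2a3 and Fam162a, which are among those 4 and were singled out after their values were seen, were detected in 1 and 3 WT cells and in 4 KO cells each, so the size of their rise is set in part by the floor.

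Spike-in signal before scaling differed between arrays of a slide. All 6 spike-in probes ranked the 4 positions alike on both slides, and the median difference between positions 4 and 1 was 1.24 on the WT slide and 0.68 on the KO slide, on the log2 scale. The probes share the spike-in mix of an array and are not independent. Position on the slide, labelling order and scan cannot be told apart here, because replicate numbers follow positions. As the order was alike on both slides, it bears little on KO against WT. No biological explanation applies to added RNA.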
